A study of Mus musculus with 5 samples. Its data were reported in "Antagonistic interaction between Ezh2 and Arid1a coordinates root patterning and development via Cdkn2a in mouse molars" (2019).

How the data were processed

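Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed on molar mesenchyme of wildtype C57BL/6 mice at postnatal day 3. The epithelium was removed before the mesenchyme was collected. The antibody was against H3K27me3, the trimethylated form of histone H3 lysine 27, a mark placed by Polycomb repressive complex 2, in which Ezh2 is the methyltransferase. The 5 libraries were 2 H3K27me3 libraries, 2 input libraries of chromatin without immunoprecipitation, and 1 library with a nonspecific IgG antibody. Groups and replicates were taken from the descriptions the authors gave each sample. The labels do not say whether the 2 H3K27me3 libraries came from separate animals or from pools, so an SD given here is the spread between 2 libraries.

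Per the study's methods, reads were aligned to the mouse genome build GRCm38 with BWA, uniquely mapped reads were kept, and alignments were sorted with SAMtools. The authors called peaks with MACS, version 2.1.1.20160309, in its broad mode at a p-value cutoff of 0.005. Per the file headers, 1 tag was kept per position and strand, the effective genome size was set to 1.87 Gb, local background was taken from windows of 1 kb and 10 kb, and the larger library of each pair was scaled to the smaller. The libraries were not pooled. The authors deposited 3 lists of broad peaks, namely H3K27me3 replicate 1 against input replicate 1, the same H3K27me3 library against IgG, and H3K27me3 replicate 2 against input replicate 2. Each list was deposited in 3 formats, which were checked against each other and held equal positions, fold enrichments, p-values and q-values for every peak.

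For each peak the deposited pileup is a signal, the mean number of overlapping tags within the peak after scaling. The deposited fold enrichment is the ratio of that pileup to the background of the control, with a pseudocount of 1 added to both. This was checked from the values. The genome-wide background, computed from tags, fragment length and genome size, was 0.583 in replicate 1 against input, 0.601 against IgG and 1.90 in replicate 2. With the pseudocount it gave the deposited fold enrichment to within 1% for 78.6%, 63.8% and 76.3% of peaks, and the other peaks lay below that value. Without the pseudocount it matched 0% of peaks. The pseudocount shrinks fold enrichments most where the background is low, so they depend on depth. At the lowest pileup the ratio without it would be 5.35 in replicate 1 against input and 3.16 in replicate 2, compared with 2.60 and 2.42 with it. A fold enrichment of 3 over the genome-wide background takes a pileup of 3.75 in replicate 1 against input and 7.69 in replicate 2. The deposited p-values and q-values are on a −log10 scale. Per the file headers, q-values were not calculated for the broad peak selection, while the deposited −log10 q column holds 0 for 22756 of 22757 replicate 1 peaks against input, for all 24881 against IgG and for 33134 of 33379 replicate 2 peaks. Fold enrichments, p-values and q-values were used to rank or filter peaks within a list and to describe peaks of a list, of a locus, on mitochondrial DNA or shared by lists.

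A fragment size of 200 bp was given on the MACS command line, but the fragment length that MACS modelled was the one applied. That modelled length was 46 bp for replicate 1, whose tags were 49 bp long, and 71 bp for replicate 2, whose tags were 74 bp long. MACS listed 142 bp and 193 bp as alternative fragment lengths for replicate 1, and 261 bp and 266 bp for replicate 2. The modelled length set the shortest peak in each list, and extension to a length shorter than the tag narrows the pileup from which peaks are cut.

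The lowest mean pileup in a list corresponded to 4 tags for replicate 1 against either control and to 6 tags for replicate 2. Peaks at the lowest pileup made up 44.5% of the replicate 1 input-called list, 35.1% of the IgG-called list and 37.9% of the replicate 2 list. The number of tags behind most single peaks is therefore small, and positions of single peaks are subject to counting error. Intervals given here for shares are 95% Wilson intervals, which cover counting error only, and treat peaks or promoters as independent. Beside a share of 0 promoters in the report, the share that 3 counts would give is printed as a limit.

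Peaks were compared with the GRCm38.p6 sequence and the GENCODE M21 gene annotation, the build of the deposited coordinates. No nuclear peak lay past a chromosome end or wholly within an assembly gap (0 in each list, with 2.86% of the assembly in gaps). Peaks on mitochondrial DNA entered the number of peaks per list but no overlap or gene comparison. An overlap was at least 1 base. The chance level of each overlap came from 1000 circular shifts of a list along the sequenced span of each chromosome, which keep peak lengths and clustering, with a one-sided permutation p-value of which 0.001 is the smallest that can be reached. These tests permute genome positions and not animals, so they describe these libraries. A promoter was 1 kb on each side of the annotated 5′ end of each of 21938 protein-coding genes. For genes in sets, both lists were shifted together, and Fisher's exact test (two-sided) against all other protein-coding genes was a second description. Developmental regulators were 162 genes chosen by symbol (Fox, Gata, Lhx, Nkx, Pax, Sox, Tbx, Irx, Dlx, Msx, Barx, Pitx and Wnt families and the sine oculis homologues, without Hox genes). This rule also takes in a few unrelated genes with a matching symbol, such as Tbxa2r. Ribosomal protein genes were 80 genes with Rpl or Rps symbols, without pseudogenes and S6 kinases. This rule also takes in paralogs such as Rpl3l, Rpl10l and Rpl39l, and whether each gene is broadly expressed was not checked. Promoter CpG content was the observed over expected CpG ratio within 1 kb of the 5′ end, split at the median of 0.474. For single loci, the share of the gene body with 5 kb on each side covered by peaks was ranked among all protein-coding genes. Domains were peaks merged across gaps of 5 kb or less, and counted from 20 kb in length.

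Genes named in the text are those whose H3K27me3 signal the study displayed (Hoxc4, Cdkn2a, Eda and Arid1a), Hand2, which it named from its expression data, Ezh2 itself, the protein-coding genes in the 10 longest domains shared by both replicates, and the 5 genes with the highest mean covered share. These rules, the tests of the comparisons between lists, promoters, loci, chromosomes and domains, and all alternatives but 1 were set before the data were examined. Tests of explanations came later, and those chosen after their result was seen are named where they are given. The alternatives were a q-value of 0.05 or lower, a fold enrichment of 3 or higher, an equal number of peaks (the 22757 of lowest p-value in each list, which leaves the replicate 1 input-called list whole), an overlap of at least 50% of the peak, replicate 1 called against IgG, promoters of 5 kb on each side, autosomes only, gene bodies without flanks, merging at 1 kb or 10 kb, and each replicate left out in turn. Counting a peak of the other list within 5 kb as shared was added after the data were seen.

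The shift test was tested on simulated data. Of 22757 simulated peaks, 20% were planted to overlap a second list and 19.9% were recovered. The planted peaks were copies of peaks of the first list, so each overlapped by construction. Of 40 pairs of unrelated lists of 5000 peaks each, 1 had a p-value of 0.05 or lower. The simulated peaks were placed at random without clustering, and 100 shifts were used. The simulation therefore tests the computation and does not give the error rate for clustered lists such as these. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Read-level coverage was not used here.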

Results

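H3K27me3 was profiled by ChIP-seq in molar mesenchyme of wildtype mice at postnatal day 3, in order to ask which genes carry the mark that Ezh2 places. There were 2 H3K27me3 libraries, 2 input libraries and 1 IgG library. H3K27me3 replicate 1 had 31245609 tags, of which 30369351 remained after duplicate removal, and its input had 23920823 tags, of which 23688420 remained. The IgG library had 25542591 tags, of which 24440452 remained. Replicate 2 was deeper, with 49947919 of 50565700 H3K27me3 tags and 51681224 of 52368566 input tags remaining. Redundant tags were 3% in H3K27me3 replicate 1, 4% in the IgG library and 1% in each of the other libraries. Depth and tag length (49 bp and 74 bp) both differed between the replicates, so their effects on a difference between the replicates cannot be told apart from the replicate itself.

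Against input, 22757 broad peaks were called in replicate 1 and 33379 in replicate 2, a mean of 28068 ± 7511 (SD, n = 2). The replicate 1 peaks covered 3.00 Mb and the replicate 2 peaks 6.49 Mb, which is 0.113% and 0.244% of the sequenced genome span. Although called in broad mode, the peaks were short. Their median length was 119 bp in replicate 1 and 181 bp in replicate 2, and the longest peak was 1027 bp and 1075 bp, respectively. The authors' fold enrichment over input, which includes a pseudocount of 1 and depends on depth, had a median of 2.63 in replicate 1 and 2.45 in replicate 2, and reached 4.48 and 7.58. The stricter cutoff of a q-value of 0.05 or lower moved the peak number most. It left 0 peaks in replicate 1 and 4 in replicate 2.

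To determine whether both libraries marked the same regions, their lists were overlapped. Of the replicate 1 peaks, 649 of 22757 (2.85%, 95% Wilson interval 2.64% to 3.08%) were overlapped by a replicate 2 peak. Shifted lists gave a mean of 0.444% and at most 0.725% (permutation test, one-sided, p = 0.001, the smallest value 1000 shifts can give). Of the replicate 2 peaks, 634 of 33370 nuclear peaks (1.90%, interval 1.76% to 2.05%) were overlapped by a replicate 1 peak, against 0.303% for shifted lists (permutation test, p = 0.001). The Jaccard index, the bases shared divided by the bases covered in either list, was 0.00749, compared with a mean of 0.000847 for shifted lists (permutation test, p = 0.001). The overlap was therefore above chance in both directions, while most peaks of each list lay outside the other list. Among alternatives set in advance, a fold enrichment of 3 or higher moved the replicate 1 share most, to 4 of 2040 peaks (0.196%). Lists shifted at this setting gave a mean of 0.00426% (permutation test, one-sided, p = 0.001). Across the 646 replicate 1 peaks that overlapped exactly 1 replicate 2 peak, the fold enrichments of both replicates had a Spearman's rho of 0.0783 and a Pearson's r of 0.229. This is a correlation across peaks, which are not independent replicates, and no p-value is given. Without the 2 peaks farthest from the median in replicate 1 fold enrichment, rho was 0.0783 and r was 0.230. Extreme fold enrichments of replicate 2 were not left out, so their effect on r is not known.

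The effect of the control was examined by comparing the lists of H3K27me3 replicate 1 against input and against IgG. The IgG-called list held 24881 peaks over 3.34 Mb. Of the 22757 input-called peaks, 11606 (51.0%, interval 50.4% to 51.6%) were overlapped by an IgG-called peak, with 0.286% for shifted lists (permutation test, one-sided, p = 0.001). In the other direction, 46.6% of the IgG-called peaks were overlapped by input-called peaks. The Jaccard index of these lists was 0.307. Since the immunoprecipitated library was the same in both, these values give the effect of the control and not the variation between libraries.

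Next, peaks at gene promoters were counted. Of 21938 protein-coding promoters, 850 (3.87%, interval 3.63% to 4.14%) had a peak within 1 kb in replicate 1, and 912 (4.16%, interval 3.90% to 4.43%) had one in replicate 2. In both replicates, 228 promoters (1.04%, interval 0.913% to 1.18%) had a peak, compared with a mean of 42.2 and at most 64 promoters when both lists were shifted together (permutation test, one-sided, p = 0.001). These were 26.8% of the promoters with a peak in replicate 1 and 25% of those in replicate 2. Promoters of 5 kb on each side gave 945 in both replicates, and either replicate without the other gave 850 or 912.

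Hox genes were examined because the study named them among the targets of this mark. Of 39 Hox promoters, 30 had a peak in replicate 1, 33 in replicate 1 called against IgG and 32 in replicate 2. In both replicates, 24 of 39 (61.5%, interval 45.9% to 75.1%) had a peak, compared with a mean of 0.073 and at most 5 for shifted lists (permutation test, one-sided, p = 0.001). Among all other protein-coding promoters, 204 of 21899 (0.932%) had a peak in both replicates (odds ratio 170, Fisher's exact test, two-sided, p = 1.6e-38). Hox genes lie side by side, so that the shift test, which keeps the clustering of peaks, is the stricter of these tests. The marked promoters were distributed over all 4 clusters. In both replicates, 4 of 11 Hoxa, 9 of 10 Hoxb, 6 of 9 Hoxc and 5 of 9 Hoxd promoters had a peak. With promoters of 5 kb on each side, 39 of 39 had a peak in both replicates.

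Of 162 developmental regulator promoters, 64 (39.5%) had a peak in replicate 1, 53 (32.7%) in replicate 2 and 32 (19.8%, interval 14.4% to 26.6%) in both. Shifted lists gave a mean of 0.329 and at most 4 (permutation test, one-sided, p = 0.001). The share among other protein-coding promoters was 0.900% (odds ratio 27.1, Fisher's exact test, two-sided, p = 8.31e-32). At a fold enrichment of 3 or higher, 0 of 162 had a peak in both replicates. This allows a share of up to 1.85% by the limit of 3 counts, and of up to 2.32% by the Wilson interval. Leaving out replicate 1 or replicate 2 gave 53 or 64 regulator promoters, respectively. In contrast, 0 of 80 ribosomal protein promoters, taken as broadly expressed genes, had a peak in both replicates, which allows a share of up to 3.75% by the limit of 3 counts, and of up to 4.58% by the Wilson interval. Each replicate had a peak at 1 ribosomal protein promoter. Other protein-coding promoters had a peak in both replicates in 1.04% of cases (Fisher's exact test, two-sided, p = 1), so a difference from them was not detectable with 80 promoters. With promoters of 5 kb on each side, 0 of 80 ribosomal protein promoters and 4.32% of the others had a peak in both replicates (Fisher's exact test, two-sided, p = 0.051). The shift test asks only for an excess and does not bear on a lower share.

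**Figure D1:**
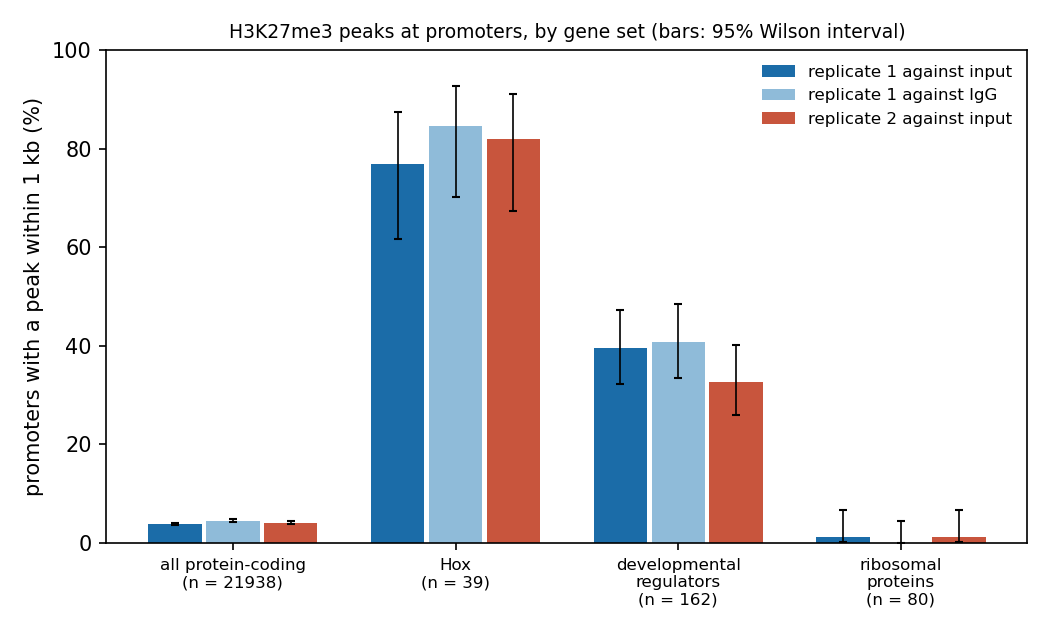
The share of promoters with an H3K27me3 peak within 1 kb (y axis, percent) is plotted for 4 gene sets and the 3 peak lists, with 95% Wilson intervals as error bars. Hox promoters reach 76.9% to 84.6% and developmental regulators 32.7% to 40.7%, while all protein-coding promoters stay between 3.87% and 4.52%.

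Promoters were then divided by CpG content. Among 10969 CpG-rich promoters, 177 (1.61%) had a peak in both replicates, while 51 of 10969 CpG-poor promoters (0.465%) did. The odds ratio across genes was 3.51 (95% Woolf interval 2.57 to 4.80, Fisher's exact test, two-sided, p = 1.22e-17). In replicate 1 alone the odds ratio was 1.61, and in replicate 2 alone it was 1.56.

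At loci named in the study, the share of the gene body with 5 kb on each side covered by peaks was measured. Coordinates are those of GRCm38. Hoxc4 (ENSMUSG00000075394.4, chromosome 15, 103018934 to 103036852, plus strand) had 20 peaks in replicate 1, 18 in replicate 1 called against IgG and 9 in replicate 2. The covered share was 14.9% and 7.08% in replicates 1 and 2 (10.99% ± 5.53, SD, n = 2), which exceeded 99.9% and 99.4% of protein-coding genes. Within the gene, 3 replicate 1 peaks touched exons and 13 lay in introns, and in replicate 2 these numbers were 2 and 7. Both replicates had a peak within 1 kb of the Hoxc4 5′ end, 2 bp from it in replicate 1 and 229 bp from it in replicate 2. A fold enrichment of 3 or higher moved this share most, to a mean of 0.527%.

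Cdkn2a (ENSMUSG00000044303.6, chromosome 4, 89274471 to 89294653, minus strand), which encodes a cell cycle inhibitor, had 15 peaks in replicate 1, 16 in replicate 1 called against IgG and 13 in replicate 2. They covered 10.6% and 8.28% of the locus (9.42% ± 1.62, SD, n = 2), above 99.7% and 99.6% of protein-coding genes. Of the replicate 1 peaks, 2 touched exons, 9 lay in introns and 4 in the flanks. Of the replicate 2 peaks, 2 touched exons, 6 lay in introns and 5 in the flanks. The peak closest to the annotated 5′ end of the Cdkn2a gene was 3282 bp away in replicate 1 and 216 bp away in replicate 2. In replicate 1 called against IgG it was 1161 bp away, so only replicate 2 had a peak within 1 kb of this end. Other transcript starts within the gene were not examined, so this does not speak for every Cdkn2a promoter. Within the gene, replicate 1 peaks at 89282159 to 89282352 and 89291181 to 89291371 were overlapped by replicate 2 peaks and by IgG-called peaks. Fold enrichments at this locus ranged from 2.54 to 2.91 in replicate 1 and from 2.39 to 3.23 in replicate 2.

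Hand2 (ENSMUSG00000038193.4, chromosome 8, 57320983 to 57324633, plus strand) had 4 peaks in each replicate against input, covering 4.37% and 7.08% (5.73% ± 1.92, SD, n = 2). All 4 replicate 1 peaks lay in the flanks, while 1 replicate 2 peak touched an exon. Replicate 1 called against IgG had 3 peaks at Hand2, all in the flanks, which covered 2.38%. Eda (ENSMUSG00000059327.9, chromosome X, 99975606 to 100400762, plus strand) had 2 replicate 1 peaks and 3 replicate 2 peaks, all in introns, which covered 0.0377% and 0.117%. Arid1a (ENSMUSG00000007880.16, chromosome 4, 133679008 to 133756769, minus strand) had 1 intronic peak in replicate 1 and 0 in replicate 2. The Arid1a peak was not called against IgG, where the number was 0. Ezh2 (ENSMUSG00000029687.16, chromosome 6, 47530139 to 47595341, minus strand) likewise had 1 intronic peak in replicate 1 against input, and 0 in the other lists. Genes with no peak within 5 kb made up 75.0% of protein-coding genes in replicate 1 and 64.3% in replicate 2. The share at Eda exceeded that of 76.2% of protein-coding genes in replicate 1 and 66.8% in replicate 2.

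**Figure D2:**
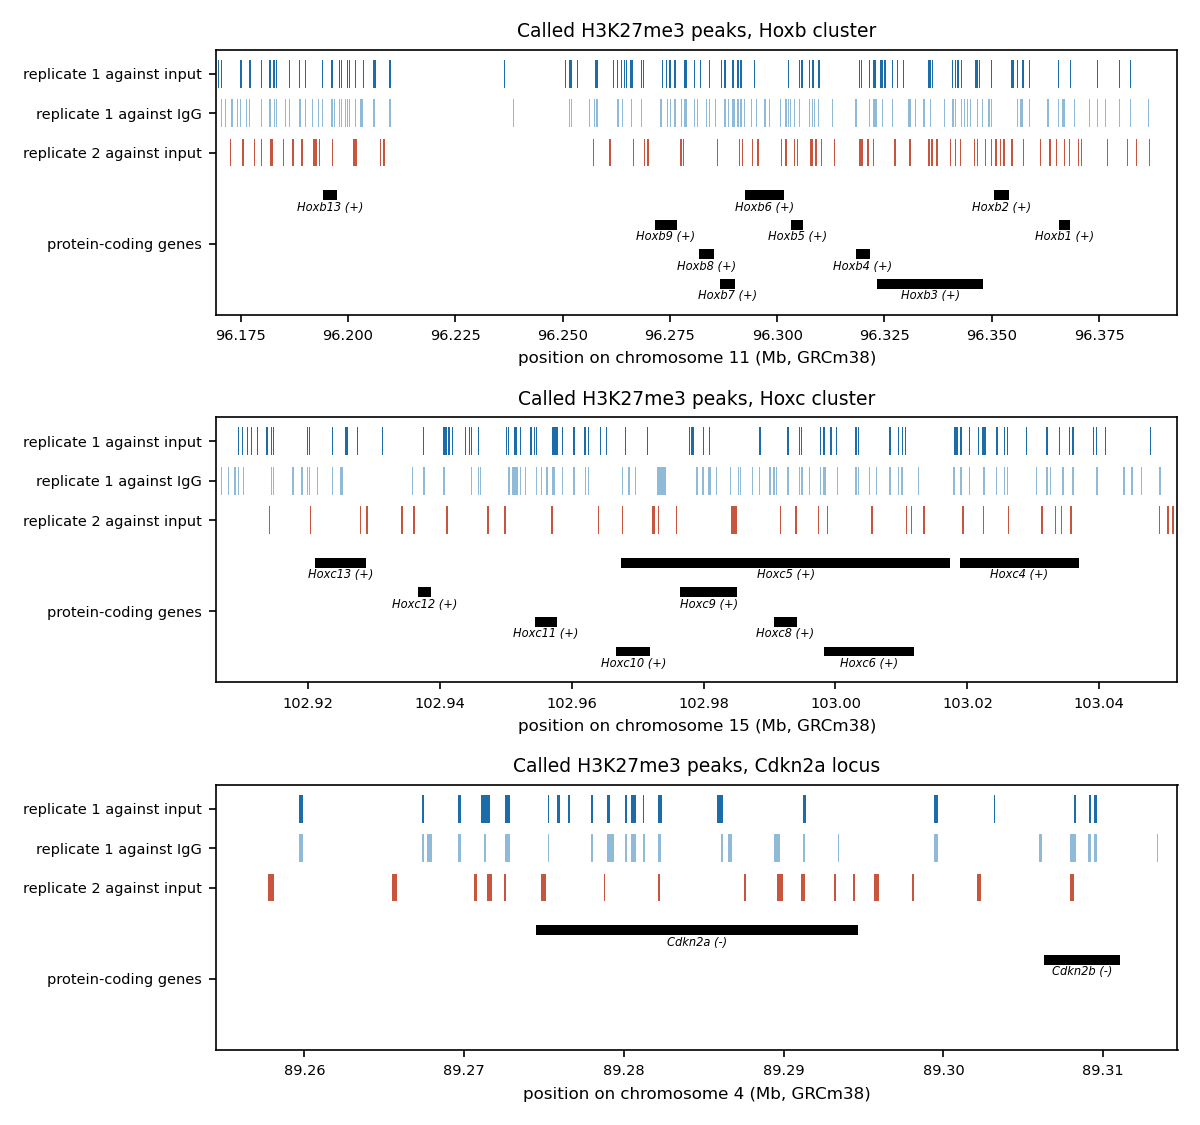
Peaks of the 3 lists (coloured bars, drawn to scale) and protein-coding genes (black bars, strand in parentheses) are shown along the Hoxb cluster, the Hoxc cluster and the Cdkn2a locus (x axis, position in Mb, GRCm38). In the Hoxb window, 116 replicate 1 peaks, 154 IgG-called peaks and 79 replicate 2 peaks occupy the same stretches.

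Among genes with a peak in both replicates, the highest mean covered shares were at Hoxb2 (chromosome 11, 96350525 to 96354012) with 21.1% ± 2.13 (SD, n = 2) and Hoxb13 (chromosome 11, 96194316 to 96197447) with 18.2% ± 1.29. They were followed by 5730596B20Rik (chromosome 6, 52177498 to 52180851) with 16.9% ± 9.15, Foxb1 (chromosome 9, 69757710 to 69760940) with 16.7% ± 1.73 and Olig2 (chromosome 16, 91225457 to 91228677) with 16.5% ± 7.58. Each of these 5 has an n of 2. The gene 5730596B20Rik lies within the Hoxa cluster (chromosome 6, 52155590 to 52260880), so its share with flanks is not separate from that of the cluster. Hoxb2 exceeded Hoxb13 and Foxb1 by more than the SD of either gene, and the other differences were smaller than the larger of the SDs compared.

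When peaks 5 kb or less apart were merged, replicate 1 had 60 domains of at least 20 kb and replicate 2 had 19. Of the replicate 1 domains, 12 overlapped a replicate 2 domain, compared with a mean of 0.038 and at most 2 for shifted lists (permutation test, one-sided, p = 0.001). This count depended on the merging distance. Merging at 10 kb gave 53 shared domains, out of 216 in replicate 1, with 106 in replicate 2. Merging at 1 kb left no domain of at least 20 kb in either replicate, so the count of 0 there does not bear on sharing. The shared domains were 4 with replicate 2 reduced to its 22757 peaks of lowest p-value, which left 7 replicate 2 domains. The longest shared stretch, 51.8 kb on chromosome 11 (96319165 to 96370997), held Hoxb3, Hoxb2 and Hoxb1 and a part of Hoxb4. The 5′ end of Hoxb4 (96318267) lay outside it. Genes listed for the other stretches may likewise lie in them only in part. The domains that formed the longest stretch were 132.8 kb long with 86 peaks in replicate 1, and 51.8 kb long with 29 peaks in replicate 2. These numbers of peaks are over unequal lengths and are not a comparison of density. A stretch of 36.1 kb on chromosome 11 (96172557 to 96208620) held Hoxb13, and a stretch of 31.9 kb on chromosome 2 (74667689 to 74699625) held Hoxd13, Hoxd12, Hoxd11, Hoxd10 and Hoxd9. A stretch of 28.0 kb on chromosome 6 (52216997 to 52245005) held Hoxa7, Hoxa9, Hoxa10 and Hoxa11, and a stretch of 24.5 kb on chromosome 2 (74716537 to 74741067) held Hoxd3, Hoxd4 and Gm28230. The other 5 of the 10 longest held 1 protein-coding gene each. These were Barhl2 (24.7 kb, chromosome 5, 106446670 to 106471391), Hmx1 (22.7 kb, chromosome 5, 35382868 to 35405520), Emx2 (22.4 kb, chromosome 19, 59448754 to 59471152), Nkx6-1 (21.9 kb, chromosome 5, 101647491 to 101669368) and Onecut3 (21.8 kb, chromosome 10, 80482022 to 80503787).

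Peak coverage differed between chromosomes. On autosomes together it was 0.124% in replicate 1 and 0.264% in replicate 2. Among autosomes it was highest on chromosome 19 in both replicates, at 0.243% and 0.325%, and lowest on chromosome 3 in replicate 1 (0.0834%) and on chromosome 14 in replicate 2 (0.239%). The X chromosome was covered to 0.0148% and 0.0838%, below every autosome in each replicate. The ratio of the X chromosome to autosomes was 0.119 in replicate 1, 0.118 in replicate 1 called against IgG and 0.317 in replicate 2 (0.218 ± 0.140, SD, n = 2). The Y chromosome held 0 replicate 1 peaks against input, 3 in replicate 1 called against IgG and 4 replicate 2 peaks.

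**Figure D3:**
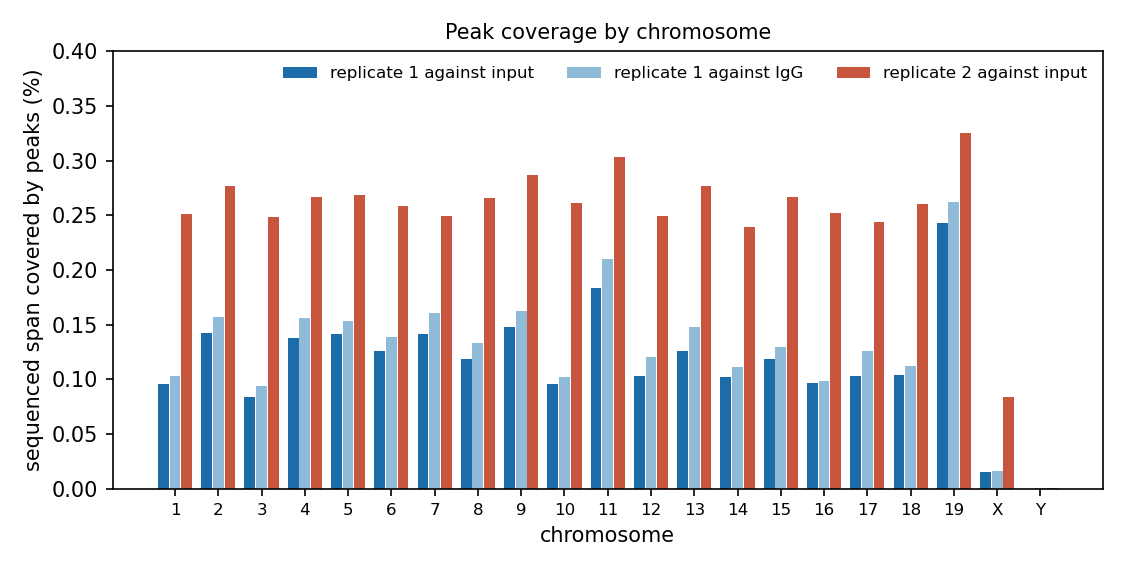
The share of each chromosome's sequenced span covered by peaks (y axis, percent) is plotted for the 3 peak lists. The X chromosome lies at 0.0148%, 0.0162% and 0.0838%, under the lowest autosome of each list.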

Values the study reported

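The study called broad H3K27me3 peaks at a p-value below 0.005. It stated that Hox genes and Cdkn2a fell within H3K27me3 sites and gave no number of peaks in its text.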

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

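The test in this part was chosen after the result was seen. In the replicate 2 list, 9 peaks were called on mitochondrial DNA, which carries no histones and enters none of the comparisons above. The replicate 1 library had 0 such peaks against input and 0 against IgG, and this is what drew attention to them. A difference between the libraries in depth or in preparation applies, as does high tag density. The mitochondrial peaks had a pileup of 14.8 to 21.9, compared with a nuclear median of 6.16, and a fold enrichment of 1.83 to 2.29, compared with a nuclear median of 2.45. The highest of these fold enrichments, 2.29, was below that of 99.7% of nuclear replicate 2 peaks. This is consistent with a small excess of tags that passed a p-value cutoff where density was high. Why the excess arose in replicate 2 alone stays open, since depth and library differ together. No biological explanation was tested.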

How the results depend on the processing

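The overlaps of single peaks and the Jaccard indices with a test kept their direction and their side of the 0.05 threshold under every alternative that gave a value. Replicate 1 peaks overlapped by replicate 2 ranged from 0.196% to 3.32% over the alternatives set in advance, each above shifted lists. Counting a replicate 2 peak within 5 kb as shared, an alternative chosen after seeing the data, gave 31.8%, with 12.5% for shifted lists, and 16.8% in the other direction, with 7.45%. The overlap of the input-called and IgG-called lists ranged from 42.3% to 47.9%.

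A q-value of 0.05 or lower left 0 replicate 1 peaks, so only the mean number of peaks, 2, has a value there. At a fold enrichment of 3 or higher, the mean number of peaks was 1281, the promoters with a peak in both replicates were 2, the Hox promoters 2, the regulator promoters 0 and the shared domains 0. The covered shares were 0.527% for Hoxc4 and 0.535% for Cdkn2a. This setting kept 2040 and 522 peaks of the lists and 0 domains in each replicate, and the smaller numbers are part of its construction. The pseudocount in the fold enrichment makes this cutoff depend on depth. It left too few shared peaks for a correlation of fold enrichments, and 2 CpG-rich with 0 CpG-poor promoters gave no finite odds ratio.

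Promoters of 5 kb on each side gave 945 promoters, 39 Hox promoters and 84 regulator promoters with a peak in both replicates, as wider windows must. The shared domains were 53 with merging at 10 kb and 0 with merging at 1 kb, where neither replicate had a domain to share. They were 4 with an equal number of peaks. That setting by construction takes peaks from replicate 2 alone and left it 7 domains in place of 19.

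With 1 replicate left out, a peak in both replicates becomes a peak in the other, so these counts rise by construction. They ranged from 850 to 912 promoters, from 30 to 32 Hox promoters, from 53 to 64 regulator promoters, from 1 to 1 ribosomal protein promoters, and from 19 to 60 domains. The CpG odds ratio ranged from 1.56 to 1.61. The number of peaks ranged from 22757 to 33379. Of 24 alternatives for Hand2, Eda, Arid1a and Ezh2, 22 stayed within 1 SD of the replicates and 2 moved, both at a fold enrichment of 3 or higher. For Arid1a and Ezh2 the SD exceeds the mean, so that a fall to 0 stays within it and says nothing about stability. Calling replicate 1 against IgG gave 0 at both of these genes. With 2 replicates, a value of 1 replicate always lies within 1 SD of their mean, so leaving out a replicate says nothing about the stability of covered shares. The values of single replicates were 7.08% and 14.9% for Hoxc4, 8.28% and 10.6% for Cdkn2a, and 0.119 and 0.317 for the X chromosome relative to autosomes. Autosomes alone changed none of the results it was applied to by more than the limits used.

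Depth limits single peaks, since the lowest pileup stands for 4 tags in replicate 1 and 6 in replicate 2. No paired analysis was possible because the comparisons rest on peak lists and not on a test between groups of samples.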

Other observations

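Of the tests below, those on the number of peaks, on isolated and clustered peaks, on peaks near the other list, on the Hox promoters under the IgG control, on isolated X peaks and on the lowest pileup were chosen after their results were seen.

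The low overlap of single peaks between replicates was examined first. Calling replicate 1 against IgG gave a share of replicate 1 peaks of 3.32%, compared with 2.85% against input, which argues against the control of replicate 1 as the cause. With replicate 2 reduced to as many peaks as replicate 1, 2.17% of its peaks were overlapped by replicate 1, compared with 1.90% before. In the other direction, the share of replicate 1 peaks overlapped by replicate 2 fell from 2.85% to 2.24%. Both shares stayed low, which argues against the unequal number of peaks as the whole cause. The peaks kept were those of lowest p-value, so number and selection changed together. Peaks were next divided by how many other peaks of their own list lay within 10 kb. Of the 12829 replicate 1 peaks without such a neighbour, 0.694% (95% Wilson interval 0.564% to 0.853%) were overlapped by replicate 2, with 0.424% for 100 shifted lists. Of the 960 replicate 1 peaks with 10 or more neighbours, 17.4% were overlapped, and 98.3% lay within 5 kb of a replicate 2 peak, with 13.1% for shifted lists. In replicate 2, 0.523% of 23310 isolated peaks and 30.8% of 39 peaks with 10 or more neighbours were overlapped by replicate 1. A hypothesis is that most isolated peaks, which make up 56.4% and 69.9% of the lists, passed the cutoff by chance, and that wider marked regions were called as short pieces whose positions differ between libraries. Both parts may apply together. The isolated share lies above the shifted lists. Shifting a list also removes any regional density of peaks that both libraries share. The excess therefore cannot decide whether a part of the isolated peaks is marked. Differences in the tissue from which the libraries were made stay open and were not tested.

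The numbers of peaks per window were also compared. Across 266191 windows of 10 kb, the numbers in the replicates had a Spearman's rho of 0.0948 and a Pearson's r of 0.244, with at most 0.0130 and 0.0177 over 100 shifts of the replicate 2 list. Across 2661 windows of 1000 kb, rho was 0.613 and r was 0.738, with at most 0.294 and 0.207 for shifted lists. The values rise with window size in shifted lists as well, and between the input-called and IgG-called lists of replicate 1, where rho was 0.532 and 0.899, so the rise itself does not separate shared regions from the size of the window. These correlations are across windows of the genome, which are not independent replicates.

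The peaks of lowest p-value were tested as candidates for recurrence. Of the 100 replicate 1 peaks of lowest p-value, 9 were overlapped by replicate 2 (95% Wilson interval 4.81% to 16.2%), above the 2.85% of all peaks and below the 17.4% of peaks with 10 or more neighbours. Of the 100 replicate 2 peaks of lowest p-value, 7 were overlapped by replicate 1, compared with 30.8%. This argues against the p-value of a single peak as a better marker of recurrence than clustering. All 4 replicate 2 peaks with a q-value of 0.05 or lower, named here after their values were seen, lay outside protein-coding genes and were overlapped by 0 replicate 1 peaks. The one of lowest p-value lay on chromosome 14 (104336936 to 104337037) with a fold enrichment of 7.58. The others had fold enrichments of 5.40, 2.11 and 1.80, compared with a median of 2.45 for the replicate 2 list.

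The peaks of replicate 1 that depend on the control were compared by pileup. Among 10118 peaks at the lowest pileup, 42.1% were also called against IgG, compared with 58.2% of the 12639 peaks above it and 66.5% of the 1480 peaks with a pileup of 4 or more. Peaks called against both controls were overlapped by replicate 2 in 3.77% of cases, and those called against input alone in 1.89%. A candidate explanation is that peaks at the lowest pileup turn on few control tags. It does not account for the whole difference, because a part of the peaks with a pileup of 4 or more was not called against IgG either.

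The higher share of marked Hox and regulator promoters was tested against sequence content. In 10000 random sets of other promoters matched to the 39 Hox promoters on CpG ratio and GC content, at most 5 had a peak in both replicates, with a mean of 0.554, compared with 24 Hox promoters. For the 162 regulators, the matched sets had at most 9, with a mean of 2.46, compared with 32. CpG and GC content as the whole cause is therefore argued against. Marked Hox promoters lay in 4 of 4 Hox clusters, which excludes 1 cluster as the source. With replicate 1 called against IgG, 27 Hox promoters had a peak in both replicates, which argues against regions raised alike in input and IgG. These tests leave Polycomb marking of these genes in the mesenchyme as a hypothesis, found and tested on the same libraries. Cells of other types in the dissected tissue were not tested.

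The low coverage of the X chromosome was examined by promoter class. Among 307 CpG-rich X promoters, 8 (2.61%) had a peak in either replicate, compared with 8.34% of 10645 on autosomes (Fisher's exact test, two-sided, p = 7.5e-05), which argues against a lack of CpG-rich promoters on the X chromosome as the whole cause. The density of isolated peaks on the X chromosome relative to autosomes was 0.235 in replicate 1 and 0.414 in replicate 2. A single X copy in male cells could lower it. Per the study's methods, mice were not selected by sex, and the labels do not give the sex for each library. A real difference in the mark would also lower the number of peaks, and these cannot be told apart. Peaks with 3 or more neighbours were on the X chromosome in 9 of 4495 cases in replicate 1 and 0 of 1685 in replicate 2.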
